# SEZ6L2 Is an Important Regulator of Drug-Resistant Cells and Tumor Spheroid Cells in Lung Adenocarcinoma

**DOI:** 10.3390/biomedicines8110500

**Published:** 2020-11-13

**Authors:** Jang-Seok Lee, Hee Yeon Kim, Bomyi Won, Sang Won Kang, Yong-Nyun Kim, Hyonchol Jang

**Keywords:** lung adenocarcinoma, distant recurrence, drug resistance, circulating tumor cell, tumor spheroid, SEZ6L2

## Abstract

Many lung cancer deaths result from relapses in distant organs, such as the brain or bones, after standard chemotherapy. For cancer cells to spread to other organs, they must survive as circulating tumor cells (CTCs) in blood vessels. Thus, reducing distant recurrence after chemotherapy requires simultaneously inhibiting drug resistance and CTC survival. Here, we investigated the molecular pathways and genes that are commonly altered in drug-resistant lung cancer cells and lung tumor spheroid (TS) cells. First, RNA sequencing was performed in drug-resistant cells and TS cells originating from H460 and A549 lung cancer cells. Bioinformatic pathway analysis showed that cell cycle-related pathways were downregulated in drug-resistant cells, and cholesterol biosynthesis-related pathways were upregulated in TS cells. Seizure-related 6 homolog-like 2 (*SEZ6L2*) was selected as a gene that was commonly upregulated in both drug-resistant cells and TS cells, and that showed elevated expression in samples from lung adenocarcinoma patients. Second, the protein expression of SEZ6L2 was analyzed by flow cytometry. The proportions of SEZ6L2 positive cells among both drug-resistant cells and TS cells was increased. Finally, as SEZ6L2 is a transmembrane protein with an extracellular region, the function of SEZ6L2 was disrupted by treatment with an anti-SEZ6L2 antibody. Treatment with the anti-SEZ6L2 antibody reduced drug resistance and TS formation. Overall, our data showed that SEZ6L2 plays an important role in drug resistance and TS formation and may be a therapeutic target for reducing distant recurrence of lung adenocarcinoma.

## 1. Introduction

Lung cancer is the leading cause of cancer deaths worldwide [1]. Overall, 85% of lung cancer patients are diagnosed with non-small cell lung cancer (NSCLC), and the two major NSCLC subtypes are lung adenocarcinoma (LUAD) and lung squamous cell carcinoma [2,3]. To date, many treatments have been developed for lung cancer, including surgery, chemotherapy, and radiation therapy. However, despite improvements in lung cancer treatment, many patients with NSCLC experience recurrence after surgery or chemotherapy [4,5,6]. Post-recurrence survival is low, and recurrence is associated with a poor prognosis [7,8]. Approximately 65% of NSCLC patients will develop persistent disease or distant metastasis to the brain or bone after surgery and postoperative adjuvant therapy [7,9,10].

The present study aimed to explore strategies to prevent tumor relapse in distant organs during and after chemotherapy. After drug treatment, only drug-resistant cancer cells are viable and can metastasize to other distant sites through blood flow. In the bloodstream, cancer cells must overcome the harsh environment to survive as circulating tumor cells (CTCs) [11]. The most important factor in the survival of CTCs is the survival in the suspended state, and tumor spheroids (TSs) are widely used as in vitro models to study cell survival in the suspended state [12,13,14]. Because molecular changes are a major factor leading to distant metastasis and resistance to lung cancer treatment [15,16,17], we investigated the common molecular features of both drug resistance and metastasis by RNA sequencing. To analyze drug resistance, we used the survived cells after treatment with three drugs (cisplatin, paclitaxel, and doxorubicin), and to analyze metastasis, we cultured TS cells in the H460 and A549 cell lines. We analyzed the RNA sequencing data and investigated gene expression profiles common to both drug resistance and metastasis.

Based on the RNA sequencing results, we focused on seizure-related 6 homolog-like 2 (*SEZ6L2*), which is a type 1 transmembrane protein. *SEZ6L2* belongs to the SEZ6 family, which is composed of *SEZ6*, *SEZ6L*, and *SEZ6L2* [18] and is upregulated in various cancers compared to the matched normal samples according to GEPIA2 (Gene Expression Profiling Interactive Analysis) webserver (http://gepia2.cancer-pku.cn/). Moreover, *SEZ6L2* has been reported as a prognostic marker for hepatocellular carcinoma [18] and found to have increased expression in ovarian cancer [19]. Previous research on lung cancer showed shorter survival times in patients with tumors exhibiting high *SEZ6L2* expression compared with no *SEZ6L2* expression, indicating that *SEZ6L2* may be a novel prognostic marker for lung cancer [20]. However, the roles of *SEZ6L2* in drug resistance and metastasis in lung cancer remain unclear.

In this study, we confirmed that *SEZ6L2* is upregulated in both drug-resistant cells and TS cells. Furthermore, we showed that inhibition of *SEZ6L2* via treatment with an anti-SEZ6L2 antibody reduced drug resistance and TS formation, suggesting that anti-SEZ6L2 antibody therapy may be an option for reducing tumor relapse after chemotherapy in LUAD.

## 2. Experimental Section

### 2.1. Cell Culture and Reagents

The human LUAD cell lines H460 and A549 were purchased from the Korean Cell Line Bank. H460 and A549 cells were cultured in RPMI medium (#SH30027.01; HyClone, Logan, UT, USA) supplemented with 10% heat-inactivated fetal bovine serum (#SH30084.03; HyClone) and 1% penicillin/streptomycin (#15140-122; Invitrogen, San Diego, CA, USA) at 37 °C in humidified incubators containing 5% CO_2_. Cell lines were authenticated and regularly checked for *Mycoplasma* at the Genomics Core Facility (National Cancer Center, Gyeonggi-do, South Korea), as described previously [21].

TS cells were cultured according to the ex vivo CTC culture method described previously [22] with some modifications. Briefly, H460 and A549 cells were cultured in TS culture medium on plates coated with poly (2-hydroxyethyl methacrylate) (#P3932; Sigma–Aldrich, St. Louis, MO, USA) at 37 °C in a humidified incubator with 5% CO_2_. The TS culture medium consisted of RPMI medium supplemented with 1× B27 (#17504-044; Invitrogen), 20 ng/mL basic fibroblast growth factor (#100-18B; PEPROTECH, Cranbury, NJ, USA), 20 ng/mL epidermal growth factor (#E9644; Sigma–Aldrich), 1% penicillin/streptomycin, and Cellmaxin plus (#C3319-020; GenDEPOT, Austin, TX, USA). TS cells were passaged at least three times for stabilization.

For drug treatment, cisplatin (#C2210000) was purchased from Sigma–Aldrich, paclitaxel (#1097) from TOCRIS (Bristol, UK), and doxorubicin (#S1208) from Selleckchem (Houston, TX, USA). H460 and A549 cells were plated, and drug treatments were added the next day. After 3 days of drug treatment, culture media were exchanged with complete fresh media. After 3 additional days, whole cells were re-plated into another dish.

The anti-SEZ6L2 antibody (#PA5-24862) was purchased from Invitrogen, normal rabbit IgG (#12-370) was purchased from EMD Millipore (Billerica, MA, USA), and goat anti-rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody Alexa Fluor 488 (#A-11008) was purchased from Invitrogen.

### 2.2. RNA Sequencing and Data Analysis

RNA sequencing was performed according to a method described previously [23,24]. Preparation of the RNA library and sequencing were performed using HiSeq 2000 and HiSeq 2500 sequencing systems (Illumina, San Diego, CA, USA) by Macrogen (Seoul, Korea). The RNA sequencing data were deposited in the Gene Expression Omnibus (GEO) database under accession number GSE158638 and GSE158640. RNA sequencing data were analyzed by core analysis using ingenuity pathway analysis (IPA; QIAGEN, Redwood City, CA, USA). Differentially expressed genes (DEGs) were filtered using a fold-change expression cut-off of 2. A heatmap of the DEGs was created using MultiExperiment Viewer version 4.9.0 (mev.tm4.org). DEGs were analyzed based on canonical pathways and upstream regulators using IPA.

### 2.3. Flow Cytometry

The populations of SEZ6L2-positive cells among H460 and A549 cells were evaluated by flow cytometry using an anti-SEZ6L2 antibody. Cells were serially stained with the anti-SEZ6L2 antibody and goat anti-rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody Alexa Fluor 488. Samples were analyzed at the Flow Cytometry Core Facility (National Cancer Center) using FACSVerse (BD Biosciences, San Jose, CA, USA), as described previously [25].

### 2.4. TS Formation and Antibody Treatment

Single-cell suspensions of H460 cells were plated into 96-well ultra-low attachment plates in the TS culture medium. In total, 1000 cells were plated and incubated with rabbit IgG or anti-SEZ6L2 antibody at the indicated concentration for at least 7 days. After antibody incubation, whole-cell images were obtained using the Cytation 3 cell imaging reader (BioTek, Winooski, VT, USA) and analyzed using ImageJ, as described previously [26]. TS cells with diameters of more than 10 μm were counted.

### 2.5. Statistical Analysis

Statistical analysis was performed as reported previously [21]. The data were presented as means ± standard deviation, and *p*-values were calculated using the Student’s *t*-test calculator (http://graphpad.com/quickcalcs/). All data were representative of at least three separate experiments.

## 3. Results

### 3.1. Characterization of Gene Expression Changes in Drug-Resistant Cells

After chemotherapy, a small number of drug-resistant cells survive, and these cells exhibit drug resistance [27]. Thus, to select drug-resistant cells, the LUAD cell line H460 was treated with cisplatin, paclitaxel, and doxorubicin, which are widely used drugs for cancer treatment. As cancer cells continue to die for a period after cessation of the anticancer drug treatment (Figure 1A, right), the culture medium was exchanged for fresh medium 3 days after treatment with the anticancer drugs, and the cells were then cultured for an additional 3 days. After re-plating, the attached cells were considered drug-resistant surviving cells (Figure 1A). 

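Poly(A) RNA of 7 cultures of H460 cells, an established human lung cancer cell line, was sequenced for the study of drug resistance. The libraries comprised 3 of parental cells in 2D culture, 1 of CR cells, 2 of PR cells and 1 of DR cells. The cells had been treated with 4 µM cisplatin, 5 nM paclitaxel or 0.5 µM doxorubicin for 3 days and kept in fresh medium for 3 more days, and RNA was collected on day 8. For each library the authors deposited a read count, an FPKM and a TPM for 46427 genes, the last 2 normalized for transcript length and library size. The aligner, the counting program and the genome build are not named in the paper's text. The reads counted on genes numbered between 65670034 and 73644667 in the parental libraries, with a median of 73459930. They numbered 79627093 in the CR library, 59499787 and 73958243 in the PR libraries, and 89541774 in the DR library. The FPKM values were used on the log2(FPKM + 1) scale, which understates the change of genes with a low FPKM. The control for each drug was the mean over the 3 parental libraries, and genes more than 2-fold apart were counted as DEGs after the paper's fold-change cut-off for DEGs, beside which no statistical test is named. CR and DR cells had 1 library each, so a difference of either one from the parental cells had no replicate check. The 4 drug-resistant libraries were therefore also compared as one group with the 3 parental libraries, with limma (trend option) and Benjamini-Hochberg adjustment. This comparison covered the 12755 genes with an FPKM of at least 1 in at least 2 of the 7 libraries. The library names were grouped into 2 forms, and these were examined as a possible batch. One form covers parental replicates 1 and 3 and PR replicate 1, and the other covers parental replicate 2, PR replicate 2 and the CR and DR libraries. The name of PR replicate 1 alone has a further suffix, which was not treated as a form of its own.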

Whole-cell mRNA expression levels of parental, cisplatin-resistant (CR), paclitaxel-resistant (PR), and doxorubicin-resistant (DR) H460 cells were analyzed by RNA sequencing. A total of 1000–1200 genes were differentially expressed by more than twofold between the parental and drug-resistant H460 cells (Figure 1B). 

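In CR H460 cells, 739 genes were more than 2-fold higher and 893 were more than 2-fold lower than in the parental cells, a total of 1632. PR cells had 1011 higher and 745 lower genes, a total of 1756, and DR cells had 729 higher and 719 lower genes, a total of 1448. The pseudocount moved these counts most. With 0.1 in place of 1, they were 3891 for CR, 5601 for PR and 3785 for DR cells. Single parental libraries also differed from each other, with between 349 and 789 genes more than 2-fold apart in the 3 pairs. The 2 PR libraries were more than 2-fold apart in 150 genes. A drug-resistant library and a single parental library were apart in between 1301 and 2893 genes, more than any pair of parental libraries. Across the 4 drug-resistant and 3 parental libraries, limma gave an adjusted p-value under 0.05 for 4216 genes, 2276 higher and 1940 lower in the drug-resistant cells. The split depended on the kind of scaling. With upper-quartile scaling it was 4622 higher and 876 lower, where the median log2 fold change of all genes moved from 0.013 to 0.352. With quantile normalization it stayed near even, at 2243 higher and 2100 lower, with a median of 0.008. PR cells alone, 2 libraries against 3, differed from the parental cells in 3026 of 12593 genes by the same test. Replicates 1 and 2 of the parental and PR cells share their numbers, and the differences between the 2 PR libraries and between the 2 parental libraries of those numbers had a correlation of 0.156 across 12496 genes. With the replicate number as a block, these 2 pairs gave 5175 genes, against 4228 for the same 4 libraries without the block, an alternative added after seeing the data. Among the genes more than 2-fold apart between every drug-resistant and every parental library, the largest rises were those of MMP1, SULF2, COL7A1, CDKN1A and GDF15, and the largest falls were those of TOP2A, KIF20A, STMN1, CDC20 and CENPF. MMP1, a collagenase gene (NCBI Gene 4312), had an FPKM of 0.935 ± 0.418 (SD, n = 3) in parental cells and 203 ± 131 (SD, n = 4) in drug-resistant cells, with a limma log2 fold change of 6.41 (standard error 0.53, adjusted p = 2.25e-05). TOP2A (NCBI Gene 7153) fell from 83.6 ± 13.2 (SD, n = 3) to 5.77 ± 6.42 (SD, n = 4), and its FPKM in PR replicate 1 was 15.3, against 1.54 to 3.21 in the other 3 drug-resistant libraries.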

DEGs between the parental and CR A549 cells reported previously [27] were also analyzed (Figure 1B). A total of 530 DEGs were common in the CR, PR, and DR H460 cells and CR A549 cells relative to the parental cells (Figure 1C, left). 

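Among the H460 cells, 2438 genes were DEGs for at least one of the 3 drugs, and 947 were DEGs in the same direction in CR, PR and DR cells, 422 higher and 525 lower. A single gene was a DEG for all 3 drugs with opposite directions. These counts cover H460 cells only, since CR A549 cells were not analysed here, and all 3 comparisons share the same parental libraries as control. The count was 2164 with a pseudocount of 0.1, 1383 higher and 781 lower, and 1158 with upper-quartile scaling, 875 higher and 283 lower, so the direction of the split depended on the setting. It was 527 when a gene had to lie more than 2-fold from every parental library. Of the 947 genes, 945 also had an adjusted p-value under 0.05 in the limma comparison of the 4 drug-resistant and 3 parental libraries. That comparison used the same libraries and values that picked the genes. The overlap was thus largely fixed by the selection and is no separate check.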

Canonical pathway analysis of these common DEGs by IPA showed that cell-cycle-related pathways were generally downregulated (Figure 1C, middle), which is consistent with a previous report that the proliferation of drug-resistant cells is inhibited [27]. 

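IPA was not run here, and lists of genes of the named pathways, which are not those of IPA, were followed in its place. The score of a list was the mean log2(FPKM + 1) over its genes, and the 13 lists were tested with an exact permutation test, two-sided, over the 35 splits of the 4 drug-resistant and 3 parental libraries. The smallest p that these splits allow is 0.0286. For 30 genes of chromosomal replication, the score was 4.43 ± 0.36 (SD, n = 3) in parental cells and 2.77 ± 0.28 (SD, n = 4) in drug-resistant cells (exact permutation p = 0.0286, adjusted p = 0.0371 over the 13 lists). All 30 genes were lower in CR, PR and DR cells, and 23, 23 and 24 of them by more than 2-fold. MCM2 (NCBI Gene 4171) fell from an FPKM of 34.9 ± 8.27 (SD, n = 3) to 7.75 ± 1.63 (SD, n = 4). The score of 19 cyclins and cell cycle drivers changed by -1.42, and that of 20 genes of G2/M and mitosis by -3.15, each with the same permutation p and adjusted p. Every drug-resistant library lay below every parental library for all 3 lists. Within the first form of library name the replication score changed by -1.29, with 1 drug-resistant and 2 parental libraries, and within the other by -1.90, with 3 and 1. For PR cells alone, the replication score changed by -1.69 against the 3 parental libraries and by -1.89 as the mean of the 2 same-numbered pairs with the replicate block. The third parental library had the lowest score of the parental libraries for the replication list, 4.02 against 4.57 and 4.70. From its analysis of the DEGs, the paper states that cell-cycle-related pathways were generally downregulated and relates this to an earlier report of inhibited proliferation in drug-resistant cells.

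**Figure D1:**
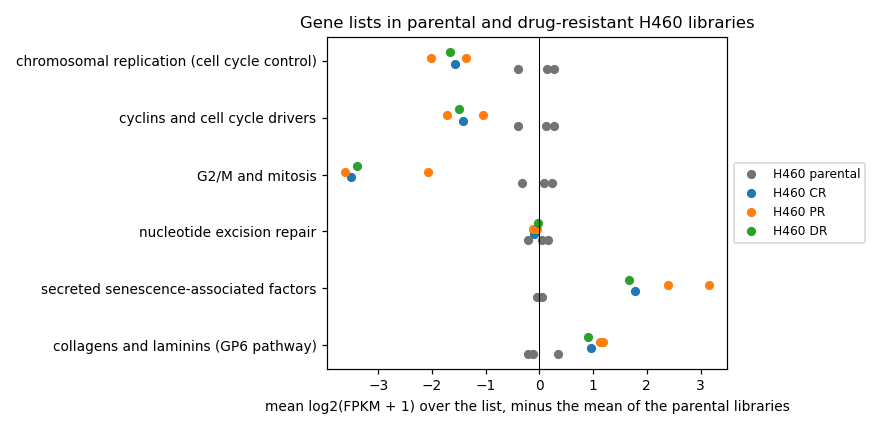
Mean log2(FPKM + 1) over each gene list in the 3 parental, 1 CR, 2 PR and 1 DR H460 libraries, minus the mean of the parental libraries; each point is 1 library. The points of drug-resistant libraries for the 3 cell cycle lists all lie left of the parental points, and those for nucleotide excision repair overlap them.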

Meanwhile, the nucleotide excision repair (NER) pathway, which is closely involved in drug resistance [28], was generally upregulated (Figure 1C, middle). 

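The paper's call for this pathway came from DEGs common to drug-resistant H460 and CR A549 cells. Here all 25 genes of a nucleotide excision repair list were scored, in H460 cells only. The score was 3.77 ± 0.19 (SD, n = 3) in parental cells and 3.70 ± 0.04 (SD, n = 4) in drug-resistant cells. The difference of -0.07 was within the spread of the parental libraries (exact permutation p = 0.54, two-sided). For PR cells alone, the score changed by -0.08 against the 3 parental libraries. The 2 same-numbered pairs gave -0.177 and -0.191. They leave out parental replicate 3, which had the lowest parental score, 3.562. Among the genes of the list, 10 were higher and 15 lower in CR cells, 11 higher and 14 lower in PR cells, and 9 higher and 16 lower in DR cells. The median log2 difference of the list was -0.11 in CR, -0.16 in PR and -0.12 in DR cells. Among 10000 random lists of the same size and mean expression these medians lay at percentiles 55.4, 17.1 and 37.5. Single members did change, and XPC (NCBI Gene 7508) rose from an FPKM of 13.1 ± 0.864 (SD, n = 3) to 23.0 ± 1.27 (SD, n = 4) and DDB2 (NCBI Gene 1643) from 15.3 ± 4.02 (SD, n = 3) to 32.4 ± 6.32 (SD, n = 4). Their limma log2 fold changes were 0.77 (standard error 0.15, adjusted p = 0.00294) and 1.05 (standard error 0.22, adjusted p = 0.00366). Scaling each library to the same upper quartile of its nonzero FPKM gave a difference of 0.30 for the list, where that scaling moved the median of the 12755 genes tested to 0.35. Its adjusted p by the exact permutation test was 0.0675, and over the alternatives with a test it ranged from 0.0675 to 0.6.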

Upstream regulators that control the expression of common DEGs were also analyzed using IPA. 

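The mRNA of 2 upstream regulators named by IPA, ANXA2 and TNF, was compared between the 4 drug-resistant and 3 parental libraries with limma, which gives the level of each transcript and not the activity that IPA infers from targets. ANXA2 (NCBI Gene 302) had an FPKM of 504.8 ± 114.8 (SD, n = 3) in parental and 712.5 ± 131.6 (SD, n = 4) in drug-resistant cells, a log2 fold change of 0.51 (adjusted p = 0.116 by limma). It passed the threshold of 0.05 with upper-quartile scaling, with 0.917 (adjusted p = 0.0122 by limma), where the median of all genes moved to 0.352, and with DESeq2 on the counts, chosen after seeing the data, with 0.487 (adjusted p = 0.0455). Over all alternatives the adjusted p ranged from 0.0122 to 0.401. TNF had a read count of at most 6 in a drug-resistant library and of 0 in every parental library, below the FPKM filter of the limma fit. Without that filter, its log2 fold change was 0.025 (adjusted p = 0.387 by limma) in drug-resistant cells and 0.050 (adjusted p = 0.0453 by limma) in PR cells. The PR value rests on read counts of 4 and 6, and no other alternative fitted TNF.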

Among the upstream regulators, annexin A2 (*ANXA2*) was repressed, and switch/sucrose non-fermentable (SWI/SNF) related regulator of chromatin (*SMARCA4*, also known as *BRG1*), tumor protein 53 (*TP53*), tumor necrosis factor *(TNF*), and polymeraseassociated factor1 (*PAF1*) homolog, Paf1/RNA polymerase II complex component (*PAF1*) were activated (Figure 1C, right).

### 3.2. Characterization of Gene Expression Changes in TS Cells

For cancer cells to recur in other organs, they must be able to survive in a suspended state in blood vessels. To obtain TS cells, H460 and A549 cells were cultured according to a previously reported ex vivo CTC culture method [22] with some modification. 

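TS cells of both lines, H460 and A549, were sequenced as 1 library each, so no difference between TS and 2D cells has a replicate on the TS side. RNA was collected on day 29, after 3 passages in suspension. The 2D controls were the 3 parental H460 libraries and 1 library of A549, an established human lung adenocarcinoma line. The reads counted on genes numbered 62073451 in H460 TS, 64454873 in A549 2D and 69853644 in A549 TS cells. The paper lists B27, basic fibroblast growth factor and epidermal growth factor for the TS medium and fetal bovine serum for the 2D medium, so the 2 cultures differ in medium as well as in attachment. As for the drugs, log2(FPKM + 1) was compared with the mean over the 2D libraries of the same line. Both lines were also entered in a limma fit with the cell line as a covariate, which treats them as replicates of TS culture and covered 12674 genes. The TS and A549 libraries have the same form of library name as parental replicates 1 and 3.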

To distinguish TS cells from cell aggregates and to stabilize them, TS cells were passaged three times prior in preparation for RNA sequencing (Figure 2A). In total, 330 and 810 genes were differentially expressed by more than twofold, respectively, in H460 and A549 TS cells compared with the corresponding cells cultured under two-dimensional (2D) conditions (Figure 2B). 

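H460 TS cells had 239 genes more than 2-fold higher and 244 more than 2-fold lower than the mean of the 3 2D libraries, a total of 483. A549 TS cells had 845 higher and 381 lower genes against the single A549 2D library, a total of 1226. The pseudocount of 0.1 gave 1776 genes for H460 and 3430 for A549. Against single parental libraries, the H460 TS library was more than 2-fold apart in between 538 and 875 genes, which overlaps the range of 349 to 789 between 2 parental libraries. Taken over both lines, limma gave an adjusted p-value under 0.05 for 29 genes, 21 higher and 8 lower in TS cells, and an unadjusted p under 0.05 for 807. With 1 parental library left out in turn, the number ranged from 2 to 36.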

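In both lines, 115 genes were more than 2-fold apart in the same direction, 73 higher and 42 lower in TS than in 2D cells. Another 41 genes were DEGs in both lines with opposite directions, so 156 were DEGs in both. The count of 115 became 395 with a pseudocount of 0.1 and 81 when H460 TS cells had to lie more than 2-fold from every parental library. Among the 115 genes, 29 had an adjusted p-value under 0.05 in the limma fit of both lines. The largest mean rises among genes apart from every 2D library were those of AQP3, TC2N, SERPINA3, CPLX2 and HGD, and the largest falls those of OLFML3, IGFBP7, ANXA3, EFEMP1 and COL12A1. AQP3 (NCBI Gene 360) had an FPKM of 0.324 ± 0.126 (SD, n = 3) in H460 2D cells, 70.7 in H460 TS, 1.28 in A549 2D and 101.9 in A549 TS cells, with a limma log2 fold change of 5.66 (standard error 0.21, adjusted p = 3.88e-05).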

Of those genes, 139 were common DEGs between the 2D-cultured cells and both the H460 and A549 TS cells (Figure 2C, left). 

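A list of 20 cholesterol biosynthesis genes had 19 genes higher in H460 TS than in 2D cells, all 19 by more than 2-fold, and 20 higher in A549 TS cells, 11 of them by more than 2-fold. The median log2 difference over the list was 1.84 in H460 and 1.03 in A549 TS cells, above all of 10000 random lists of the same size and mean expression in both lines. With parental replicate 1, 2 or 3 alone as the H460 control, the percentile stayed at 100. HMGCS1 (NCBI Gene 3157) had an FPKM of 10.7 ± 2.73 (SD, n = 3) in H460 2D and 104.3 in H460 TS cells, and of 37.1 in A549 2D and 87.6 in A549 TS cells, but its adjusted p-value in the limma fit of both lines was 0.0941. Other genes regulated by sterols, which do not make cholesterol, had a median log2 difference of 0.86 in H460 and 1.02 in A549 TS cells.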

Canonical pathway analysis of these common DEGs using IPA showed that cholesterol biosynthesis-related pathways were generally upregulated (Figure 2C, middle). 

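The mRNA of 5 regulators, EHMT1, SMARCA4, PAF1, JAG2 and TGFB1, was less than 2-fold apart between TS and 2D cells in both lines. The log2 differences in H460 and A549 TS cells were -0.06 and -0.23 for EHMT1, 0.20 and -0.77 for JAG2 and -0.19 and 0.07 for TGFB1. In the limma fit of both lines, the adjusted p was 1.0 for each of these regulators. A list of genes induced by TGF-beta had a median log2 difference of -0.63 in H460 TS cells, with 9 of 12 genes lower, and of -0.65 in A549 TS cells, with 13 of 17 lower. Both medians were below all of 10000 random lists of the same size and mean expression. These lists describe 1 TS library per line, and no p-value was computed for them.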

Upstream regulator analysis showed that euchromatic histone lysine methyltransferase 1 (EHMT1), SMARCA4, and PAF1 were activated, whereas jagged canonical Notch ligand 2 (JAG2) and transforming growth factor beta 1 (TGFB1) were repressed (Figure 2C, right).

### 3.3. SEZ6L2 Is Commonly Upregulated in Drug-Resistant Cells and TS Cells

Initially, we aimed to discover common pathways and upstream regulators governing drug resistance and TS formation to identify anticancer strategies that simultaneously inhibit both processes. However, canonical pathway analysis showed no common pathways between drug-resistant cells and TS cells, while among the upstream regulators, only SMARCA4 and PAF1 were commonly activated (Figure 1C and Figure 2C). 

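For 12 gene lists, medians in CR, PR, DR and TS cells were set against 10000 random lists each. The replication, cyclin and mitosis lists lay at the 0 percentile for all 3 drugs, but at 41.1, 6.86 and 0.61 in H460 TS cells, and at 0 in A549 TS cells. Cholesterol biosynthesis lay at percentiles 0, 0.2 and 0.3 in CR, PR and DR cells and at 100 in both TS cells, with medians of opposite sign. Secreted factors associated with senescence lay at 100 for all drugs and in H460 TS cells, and at 99.85 in A549 TS cells. Their median log2 differences were 1.955, 2.635 and 1.986 in CR, PR and DR cells, but 0.479 and 0.483 in H460 and A549 TS cells. In TS cells the genes went both ways. In H460, 4 of 15 were more than 2-fold higher and 2 lower, and in A549, 6 of 14 were higher and 4 lower. Collagens and laminins lay at 100 for the drugs and at 0.73 and 42.5 in H460 and A549 TS cells, where the H460 value was 13.18, 36.37 and 0 against parental replicates 1, 2 and 3 alone. Hypoxia and glycolysis genes lay at 68.07, 98.31 and 82.68 in CR, PR and DR cells and at 100 and 99.41 in H460 and A549 TS cells. Against parental replicate 3 alone, cholesterol biosynthesis lay at 14.2 in DR cells. In H460 TS cells, the percentiles of the replication, cyclin and mitosis lists depended on the control. They were 0.05, 0.35 and 3.27 against parental replicate 1 alone, and 99.98, 93.78 and 26.69 against replicate 3 alone. The scores of the H460 TS library need no control, and were 4.452, 4.128 and 4.786 for these lists. These scores lay within the range of the parental libraries. The highest drug-resistant library, PR replicate 1, had 3.071, 3.114 and 2.814. The differences between drug-resistant and TS cells were not tested, with 1 TS library per line.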

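SMARCA4 lies on chromosome 19 of GRCh38 from 10960825 to 11079426 (GENCODE 29; the authors' build is not named), and its FPKM was 25.5 ± 7.35 (SD, n = 3) in parental and 17.4 ± 1.27 (SD, n = 4) in drug-resistant H460 cells. The limma log2 fold change was -0.49 (standard error 0.21, adjusted p = 0.0921), and it was 0.01 against parental replicate 2 alone. In TS cells the FPKM was 29.4 in H460, and it was 2.15 in A549 2D and 1.66 in A549 TS cells. PAF1 lies on the same chromosome from 39385852 to 39391195, and its FPKM was 19.7 ± 1.10 (SD, n = 3) in parental and 16.3 ± 0.582 (SD, n = 4) in drug-resistant cells. Its limma log2 fold change was -0.25 (standard error 0.15, adjusted p = 0.216). Every drug-resistant library lay below every parental library for PAF1 (exact permutation p = 0.0286, two-sided, adjusted p = 0.0744 over 13 genes), and for SMARCA4 the exact permutation p was 0.0857. In TS cells the limma adjusted p was 1.0 for both genes. The calls in drug-resistant cells depended on the setting. On the deposited counts, an alternative chosen after seeing the data, DESeq2 gave SMARCA4 a log2 fold change of -0.68 (adjusted p = 0.0226) and PAF1 one of -0.39 (adjusted p = 0.0337). Over all alternatives of the limma comparison, the adjusted p ranged from 0.0106 to 0.775 for SMARCA4 and from 0.033 to 0.596 for PAF1. Within the 2 forms of library name, the SMARCA4 difference was -0.64 and -0.02, and that of PAF1 -0.25 and -0.30.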

As the mRNA expression levels of *SMARCA4* and *PAF1* were not significantly altered in drug-resistant cells and TS cells compared with control cells (data not shown), activation of SMARCA4 and PAF1 appears to occur at the post-transcriptional level. Therefore, we searched for genes with increased expression in both drug-resistant cells and TS cells. 

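Genes more than 2-fold higher in CR, PR and DR H460 cells and in TS H460 and A549 cells were sought in the 5 comparisons analysed here, without CR A549 cells. There were 7 such genes: STC1, CHPF, SEZ6L2, ECM1, IGFBP3, IL1B and TCIM. A pseudocount of 0.1 gave 42 genes. STC1 (NCBI Gene 6781, on chromosome 8 of GRCh38 from 23841915 to 23854807 in GENCODE 29) had an FPKM of 0.483 ± 0.355 (SD, n = 3) in parental and 17.6 ± 5.86 (SD, n = 4) in drug-resistant H460 cells, and 11.1 in H460 TS cells. It was 3.27 in A549 2D and 22.6 in A549 TS cells. CHPF (NCBI Gene 79586, chromosome 2 from 219538947 to 219543787) had 11.1 ± 1.23 (SD, n = 3), 42.1 ± 4.83 (SD, n = 4) and 26.0 in the same H460 groups, and 10.1 and 34.3 in A549 2D and TS cells. SEZ6L2 (NCBI Gene 26470, chromosome 16 from 29871159 to 29899547) had 3.29 ± 1.22 (SD, n = 3) in parental and 24.2 ± 6.05 (SD, n = 4) in drug-resistant cells, and 7.83 in H460 TS cells, and 7.34 and 18.3 in A549 2D and TS cells. Against the parental libraries, the limma log2 fold change was 3.61 for STC1 (standard error 0.28, adjusted p = 1.7e-05), 1.83 for CHPF (standard error 0.17, adjusted p = 3.5e-05) and 2.56 for SEZ6L2 (standard error 0.24, adjusted p = 3.53e-05), and every drug-resistant library lay above every parental library. In the limma fit of TS culture, the adjusted p was 0.00692 for STC1, 0.0929 for CHPF and 0.234 for SEZ6L2. SEZ6L2 had a log2 difference of 1.08 in H460 TS and 1.21 in A549 TS cells, close to the cut-off of 1. It was not more than 2-fold above parental replicate 3 in H460 TS cells, so that requirement left CHPF, IGFBP3 and STC1 alone. The SEZ6L2 difference in drug-resistant cells was 2.53 within the first form of library name and 2.93 within the other. The gene adjoins ASPHD1, CDIPT and KCTD13 on the chromosome, whose log2 differences in drug-resistant cells were at most 0.97. In its search, the paper counts a gene when its level is raised in each kind of drug-resistant and TS cell against the matching control.

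**Figure D2:**
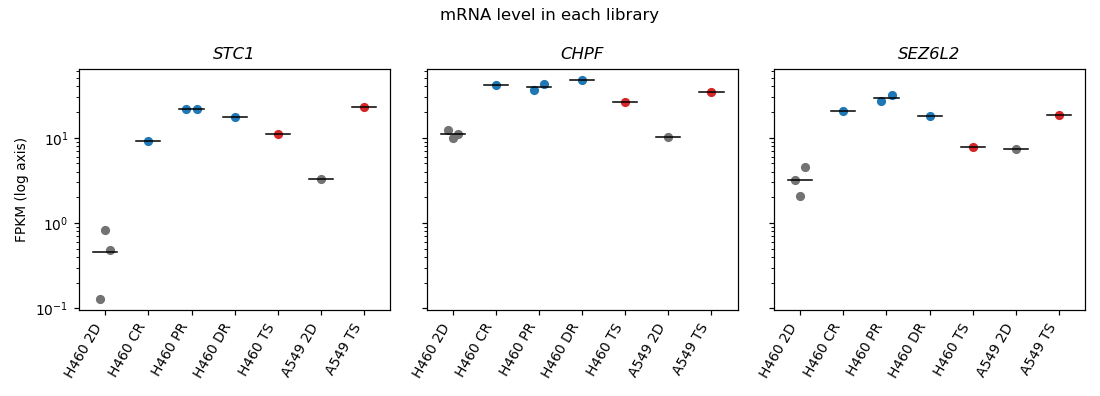
FPKM of STC1, CHPF and SEZ6L2 in each of the 10 libraries on a log axis; points are single libraries and lines the back-transformed mean of log2(FPKM + 1) in a group. For SEZ6L2, the H460 TS library (7.83) lies nearer to the highest parental library (4.54) than the drug-resistant libraries do.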

Only three genes, stanniocalcin 1 (*STC1*), chondroitin polymerizing factor (*CHPF*), and seizure-related 6 homolog like 2 (*SEZ6L2*), were upregulated in all drug-resistant cells and TS cells relative to the corresponding control cells (Figure 3A). The expression levels of these three genes were compared between LUAD patients and matched normal samples by the GEPIA2 (Gene Expression Profiling Interactive Analysis) webserver. As only *SEZ6L2* was upregulated in tumors compared with normal samples (Figure 3B), we focused on *SEZ6L2*. First, we investigated whether the SEZ6L2 protein level was also increased in drug-resistant cells and TS cells. SEZ6L2 is expressed on the cell surface [18,20], and therefore flow cytometric analysis was performed using an anti-SEZ6L2 antibody. SEZ6L2 was detected in less than 4% of H460 parental cells, whereas more than 10% of CR H460 cells were positive for SEZ6L2 (Figure 3C). In addition, in both H460 and A549 cells, the population of SEZ6L2-positive cells among TS cells was increased by twofold compared with 2D cultures (Figure 3D). These results suggest that the population of SEZ6L2-positive cells increases during the development of drug resistance and TS formation.

### 3.4. Anti-SEZ6L2 Antibody Treatment Inhibits Drug Resistance and TS Formation

Next, we aimed to determine whether SEZ6L2 plays a functional role in the acquisition of drug resistance or the formation of TS cells. As SEZ6L2 is a type 1 transmembrane protein with Sushi domains and complement C1r/C1s, Uegf, Bmp1 (CUB) domains in the extracellular portion of the protein [29,30], an anti-SEZ6L2 antibody can be used to neutralize the function of SEZ6L2. First, as a result of the treatment of H460 cells with normal rabbit IgG and anti-SEZ6L2 antibody, it was confirmed that none of them had an effect on cell proliferation in 2D culture (Figure 4A). Next, H460 cells were treated with cisplatin according to the experimental scheme shown in Figure 1A in the presence of an anti-SEZ6L2 antibody or normal rabbit IgG as a control. Enumeration of viable cells showed that treatment with an anti-SEZ6L2 antibody significantly reduced the number of surviving drug-resistant cells (Figure 4B). During TS culture with H460 cells, the addition of the anti-SEZ6L2 antibody significantly reduced TS formation in a dose-dependent manner, whereas the addition of normal rabbit IgG did not (Figure 4C). These results suggest that anti-SEZ6L2 antibody treatment inhibits drug resistance and TS formation.

Overall, these results suggest that SEZ6L2 is upregulated in drug-resistant cells and TS cells and plays functional roles in drug-resistant cell survival and TS formation in LUAD. These results also suggest that drugs targeting SEZ6L2, including antibody therapies, may be used to prevent distant recurrence of LUAD (Figure 5).

## 4. Discussion

Despite great achievements in lung cancer therapy over recent decades, recurrence in distant organs is a major cause of treatment failure, and drug resistance and metastasis contribute to distant recurrence. Therefore, we aimed to define the molecular characteristics of distant recurrence by investigating gene expression changes in drug-resistant cells and TS cells in LUAD. We performed RNA sequencing using drug-resistant cells and TS cells derived from H460 and A549 cells. 

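Secreted factors associated with senescence, a list of 16 expressed genes, had a score of 3.52 ± 0.05 (SD, n = 3) in parental and 5.77 ± 0.69 (SD, n = 4) in drug-resistant H460 cells (exact permutation p = 0.0286, two-sided, adjusted p = 0.0371 over 13 lists). The scores were 5.30 in CR, 5.92 and 6.68 in PR, and 5.19 in DR cells. All 16 genes were more than 2-fold higher in PR cells, and 10 of 15 in CR and in DR cells. CDKN1A (NCBI Gene 1026), which encodes a cell cycle inhibitor, had an FPKM of 26.3 ± 6.25 (SD, n = 3) in parental and 474.8 ± 135.4 (SD, n = 4) in drug-resistant cells. The FPKM of GDF15 (NCBI Gene 9518) was 23.2 ± 10.2 (SD, n = 3) and 382.5 ± 184.7 (SD, n = 4). MKI67, a proliferation marker, fell from 26.5 ± 6.99 (SD, n = 3) to 2.26 ± 2.60 (SD, n = 4).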

In the drug-resistant cells, the cell-cycle-related pathway was depressed, and the senescence pathway was activated (Figure 1C), in accordance with previous reports that chemotherapy leads to cell cycle slowdown and cellular senescence [31,32]. Activation of the nucleotide excision repair (NER) pathway is also unsurprising, given its close relationship with drug resistance [28]. The activated glycoprotein VI platelet pathway has no reported relationship with drug resistance, and further studies of this pathway are needed. 

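The glycoprotein VI list, 23 expressed genes of collagens and laminins, had a score of 3.12 ± 0.31 (SD, n = 3) in parental and 4.16 ± 0.13 (SD, n = 4) in drug-resistant H460 cells (exact permutation p = 0.0286, two-sided). Its median log2 difference was 1.23 in CR, 1.35 in PR and 1.10 in DR cells, with 13 of 22, 14 of 23 and 13 of 23 genes more than 2-fold higher. When the score was the median over the list in each library, the difference was 0.10 (exact permutation test, adjusted p = 0.886), against 0.0371 with a pseudocount of 0.1 and 0.0464 with upper-quartile scaling. COL7A1 (NCBI Gene 1294) rose from an FPKM of 0.949 ± 0.122 (SD, n = 3) to 36.2 ± 16.9 (SD, n = 4).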

In TS cells, all activated pathways are related to cholesterol biosynthesis (Figure 2C). This result is in line with the finding that cholesterol biosynthesis is essential for tumorigenesis, cancer stemness, cancer metastasis, and 3D culture of cancer stem cells [33,34,35,36,37], but more research into the role of cholesterol biosynthesis in lung TS cells is needed. Through upstream analysis, we found that *SMARCA4* and *PAF1* are commonly activated upstream regulators in both drug-resistant cells and TS cells (Figure 1C and Figure 2C). SMARCA4 is a transcription regulator in the chromatin remodeling complex, and PAF1 is a component of polymerase associated factor 1 complex, which regulates transcription elongation via RNA polymerase II [38,39]. In previous studies related to lung cancer, both of these regulators have been identified as prognostic markers of NSCLC [40,41]. However, SMARCA4 and PAF1 appear to be activated at the post-transcriptional level, and, therefore, elaborate molecular studies of the mechanisms underlying their activity are required for the development of therapeutics targeting them.

Based on the RNA sequencing data, we found that *SEZ6L2* was commonly upregulated in both drug-resistant cells and TS cells (Figure 3A). The mRNA expression of *SEZ6L2* was also elevated in LUAD patient samples from The Cancer Genome Atlas (TCGA) (Figure 3B). We confirmed that the SEZ6L2 protein was expressed in a small percentage of parental 2D-cultured cells, but this proportion increased during the development of drug-resistant cells or TS formation (Figure 3C,D). As SEZ6L2 is located on the cell surface, its function may be perturbed by an anti-SEZ6L2 antibody. We found that anti-SEZ6L2 antibody treatment reduced the number of cells surviving after drug treatment and TS formation (Figure 4). Recently, antibody therapy has become a predominant class of new drugs used for the treatment of diseases, including cancer, due to the high specificity of these treatments [42,43]. In addition, antibody engineering has advanced dramatically since the first monoclonal antibody was approved by the United States Food and Drug Administration (US FDA) in 1986. For example, Nivolumab, which was the second best-selling monoclonal antibody drug in 2018, targets the PD-1 receptor and has been approved by the US FDA for cancers, including melanoma and NSCLC [43]. Likewise, with improved antibody engineering and further research on SEZ6L2, drug resistance and metastasis could likely be suppressed in LUAD by anti-SEZ6L2 antibody therapy.

It is important to identify the critical factors for CTC survival, as it is essential to survive as CTCs in blood vessels for the primary cancer to spread to other organs. However, there are several limitations in studying the function of CTC in vitro. Currently, ex vivo CTC culture methods derived from patients and patient-derived xenografts have been reported [22,44,45,46], but no in vitro CTC culture methods have been reported. TS culture shows intermediate complexity between 2D in vitro cell culture and 3D in vivo states [13,47] and is similar to CTC culture in that cells grow in a suspended state. In this study, to mimic the characteristics of CTC in vitro, lung cancer cell lines were TS cultured in ex vivo CTC medium. However, since the TS cultured cells in this study are still thought to be close to the previously reported TS than CTC, it is necessary to develop a new method to study CTC in vitro. Nonetheless, the finding that SEZ6L2 is important for survival in suspended culture conditions still suggests that SEZ6L2 will be important in the process of distant cancer metastasis.

In this study, we show a functional role of SEZ6L2 in LUAD, but its detailed molecular mechanism has not been fully explored to date. Some of the functions and mechanisms of SEZ6L2 in cancer and other diseases can be inferred through studies of other proteins in the SEZ6 family. Structurally, all SEZ6 family proteins are transmembrane proteins consisting of Sushi domains and CUB (complement C1r/C1s, Uegf, Bmp1) domains [29,30]. The Sushi domain (also known as complement control protein (CCP) domain or short consensus repeat) and CUB domain in the extracellular regions are related to the complement system, cell adhesion, signal transduction, and protein–protein interactions [48,49,50]. Previous studies of and structural similarities among SEZ6 family members suggest that the extracellular region of SEZ6L2 may be associated with cell-to-cell interactions or signal transduction in LUAD, but further investigation is needed. To conclude, we confirmed that SEZ6L2 was upregulated and played important roles in LUAD drug-resistant cells and TS cells. Our results suggest that anti-SEZ6L2 antibody treatment may be a promising anticancer therapy that reduces the recurrence of lung cancer in distant organs, such as the brain and bones.

## Figures and Tables

**Figure 1:**
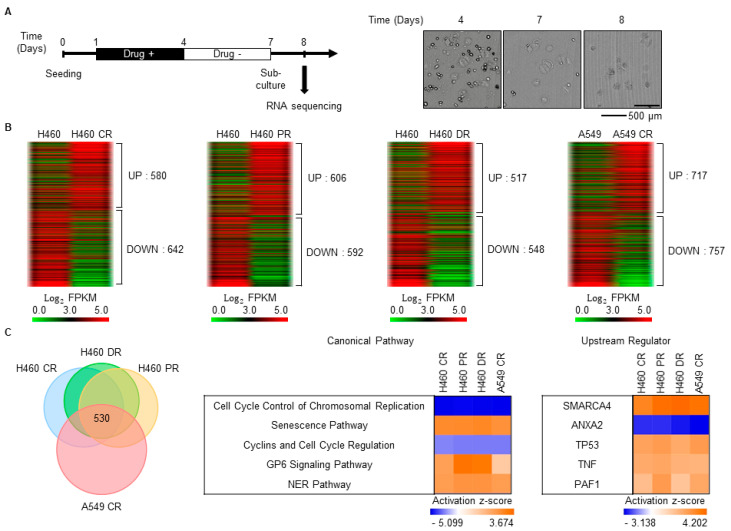
Characterization of gene expression changes in drug-resistant cells. (**A**) Schematic of the drug treatment schedule and sample preparation timeline for RNA sequencing. Representative images of H460 cells treated with paclitaxel (5 nM) were shown. (**B**) Cells that survived drug treatment according to the scheme shown in (**A**) were considered drug-resistant cells. CR: cisplatin-resistant; PR: paclitaxel-resistant; DR: doxorubicin-resistant. To generate drug-resistant H460 cells, 5 nM paclitaxel, 4 μM cisplatin, and 0.5 μM doxorubicin were applied, and 10 μM of cisplatin was applied to generate CR A549 cells. Differentially expressed genes (DEGs) between parental and drug-resistant cells were identified by RNA sequencing. DEGs with expression levels that were altered more than two-fold are shown as heatmaps produced using the Multi-Experiment Viewer. (**C**) The number of DEGs common to drug-resistant H460 and A549 cells is shown as a Venn diagram (left). These common DEGs were analyzed by core analysis using ingenuity pathway analysis (IPA). Based on the comparative analysis using IPA, the top five canonical pathways and upstream regulators were shown (middle, right).

**Figure 2:**
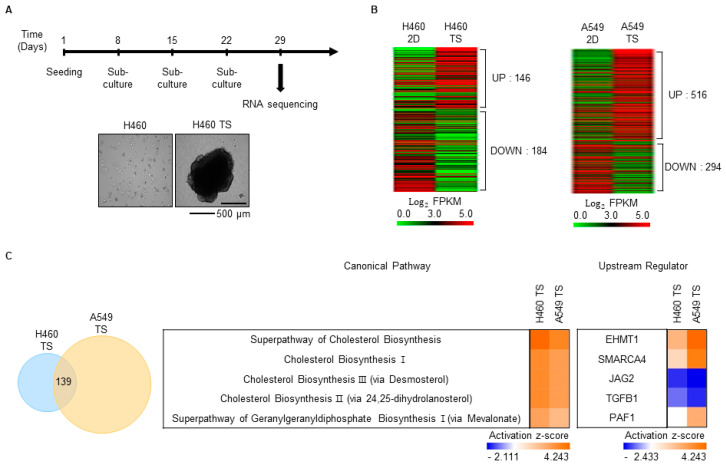
Characterization of gene expression changes in tumor spheroid (TS) cells. (**A**) Schematic of the TS cell culture schedule and sample preparation timeline for RNA sequencing. Representative images of H460 cells cultured under two-dimensional (2D) and TS cell conditions at the time of sample preparation were shown. (**B**) DEGs between 2D- and TS-cultured H460 or A549 cells were analyzed by RNA sequencing. DEGs with expression levels that were altered by more than two-fold were shown as heatmaps produced using the Multi-Experiment Viewer. (**C**) The number of DEGs common to H460 and A549 TS cells was shown in a Venn diagram (left). These common DEGs were analyzed by core analysis using IPA. Based on comparative analysis using IPA, the top five canonical pathways and upstream regulators were shown (middle, right).

**Figure 3:**
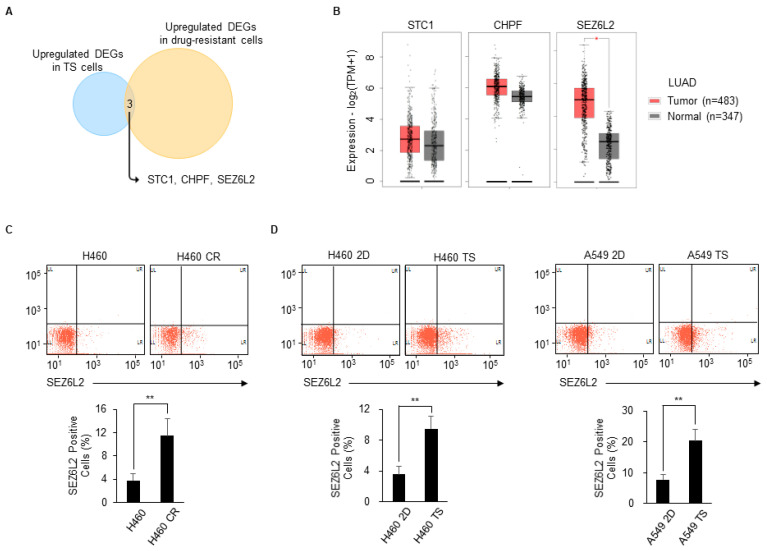
Seizure-related 6 homolog-like 2 (SEZ6L2) is commonly upregulated in drug-resistant cells and TS cells. (**A**) Commonly upregulated DEGs in drug-resistant cells and TS cells compared with the corresponding control cells were shown. Only three genes (*STC1*, *CHPF*, and *SEZ6L2*) were commonly upregulated. (**B**) The expression levels of these three genes were compared between lung adenocarcinoma (LUAD) patients and matched normal samples by the GEPIA2 webserver (http://gepia2.cancer-pku.cn/). (**C**) Expression levels of SEZ6L2 in H460 parental cells and cisplatin-resistant (CR) cells were analyzed by flow cytometry (FACSVerse) using an anti-SEZ6L2 antibody. The proportion of SEZ6L2-positive cells was expressed as the mean ± standard deviation (n = 3). ** *p* < 0.01 relative to H460 parental cells. (**D**) Expression levels of SEZ6L2 in H460 and A549 2D- and TS cells were analyzed by flow cytometry. The proportion of SEZ6L2-positive cells was expressed as the mean ± standard deviation (n = 3). ** *p* < 0.01 relative to 2D-cultured cells.

**Figure 4:**
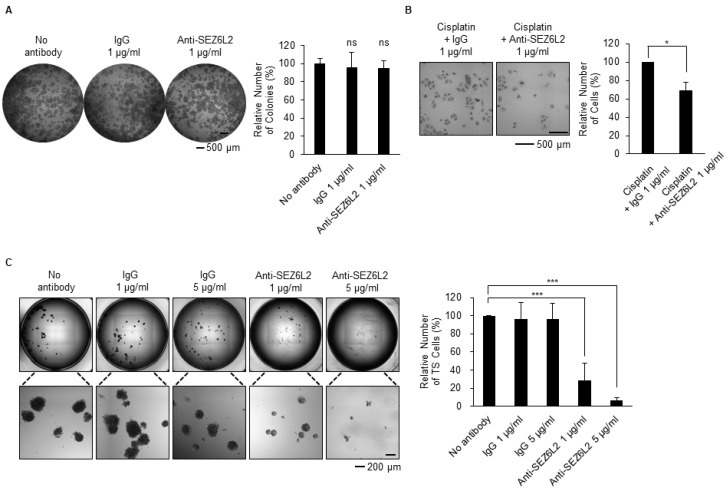
Anti-SEZ6L2 antibody treatment inhibits drug resistance and TS formation. (**A**) H460 cells were seeded at low density and 2D-cultured for 3 days in the presence or absence of an anti-SEZ6L2 antibody (1 μg/mL). Cells that were not treated with antibody and cells treated with the same amount of normal rabbit IgG antibody were used as controls. Whole-cell images from a 96-well plate were obtained using the Cytation 3 cell imaging reader (BioTek). The relative number of colonies (%) was presented as the mean ± standard deviation (n = 4). ns: non-significant to non-antibody-treated cells. (**B**) H460 cells were treated with cisplatin (4 μM) and an anti-SEZ6L2 antibody (1 μg/mL) according to the experimental scheme shown in Figure 1A. Control cells were treated with cisplatin and normal rabbit IgG (1 μg/mL). The relative number of cells (%) was presented as the mean ± standard deviation (n = 3). * *p* < 0.05 relative to normal rabbit IgG antibody-treated cells. (**C**) H460 cells were cultured with TS cells for 7 days in the presence or absence of the indicated concentrations of the anti-SEZ6L2 antibody. Whole-cell images from a 96-well plate were obtained using Cytation 3, and TS cells with a diameter >10 μm were counted. Cells that were not treated with antibodies and cells treated with the same amount of normal rabbit IgG antibody were used as controls. The relative number of TS cells (%) is presented as the mean ± standard deviation (n = 3). *** *p* < 0.001 relative to non-antibody-treated cells.

**Figure 5:**
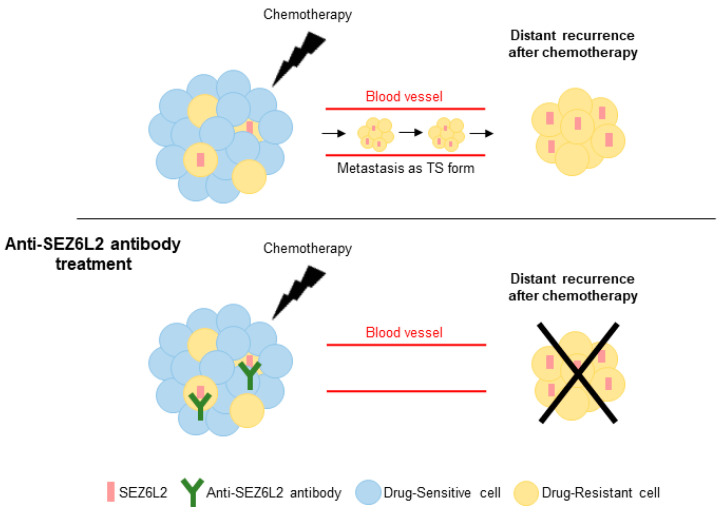
Schematic model of the role of SEZ6L2 in distant recurrence of LUAD after chemotherapy. A small percentage of SEZ6L2-positive cells resided in the primary tumor. The proportion of SEZ6L2-positive cells increased during chemotherapy, and as cancer cells migrated through blood vessels as the suspended state, such as TS cells. Disrupting the role of SEZ6L2 using an anti-SEZ6L2 antibody reduced the numbers of both drug-resistant cells and TS cells.

How the deposited data were processed for this re-analysis (not part of the article)

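RNA sequencing values of 10 cultures of the established cell lines H460 and A549 were re-analysed. They were 3 parental, 1 CR, 2 PR, 1 DR and 1 TS library of H460 cells, and 1 2D and 1 TS library of A549 cells. CR A549 cells were not analysed here. The sample labels name the TS libraries CTC, after the culture method, and they were taken as the TS cells of the paper. The read counts were deposited by the authors as whole numbers per gene without normalization, and the aligner, the counting program and the handling of reads shared between genes are not named in the paper's text. The FPKM values were made by the authors from those reads by normalizing for transcript length and library size. The TPM values were made by the authors in the same way and scaled to the same total per library, and the FPKM of a library was a constant multiple of its TPM. Genes are listed by NCBI Gene identifiers, and positions were taken from GENCODE 29 on GRCh38, since the authors' build is not named.

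The reads counted on genes numbered between 59499787 and 89541774 per library, with a median of 71656787. On average over genes, counting error was small beside the differences between replicates, for which the chi-square per gene was between 89.6 for the PR pair and 369.3 for a parental pair. Pearson's r across genes, which are not independent replicates, was between 0.986 and 0.993 for these pairs. The chi-square takes each count as 1 independent read. In each library, fewer genes had a count of 1 than of 2, for example 672 against 987 in parental replicate 1. A count may therefore not be 1 independent read, and the chi-square would then be too high. The chi-square weighs genes with many reads most. For those, precision was limited by the number of libraries more than by depth, and genes with few reads were not examined apart.

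Values were used as log2(FPKM + 1), and the control was the mean over the parental libraries, since the paper does not say which of the 3 was used. Genes more than 2-fold apart were counted as DEGs. Groups with replicates were compared with limma 3.58.1 (lmFit, and eBayes with the trend option) in R 4.3.3, for genes with an FPKM of at least 1 in at least 2 of the libraries fitted, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fits compared 4 drug-resistant with 3 parental libraries, 2 PR with 3 parental libraries, and TS with 2D libraries of both lines with the cell line as a covariate. The drugs were treated as samples of drug-resistant cells in the first fit, so its spread includes differences between drugs. These tests were chosen when only normalized values were thought to be held, and they were kept once the counts were seen. The quasi-likelihood test of edgeR 4.0.16 and DESeq2 1.42.0 on the counts are alternatives chosen after seeing the data. Replicate numbers in the labels are shared by PR and parental replicates 1 and 2, and a fit with the replicate as a block was an alternative.

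The 13 gene lists stand in for pathways named by IPA, which was not run, and are not the lists of IPA. Their mean log2(FPKM + 1) per library was compared with an exact permutation test over 35 splits, with Benjamini-Hochberg adjustment over the lists. Their median log2 differences were also placed among 10000 random lists of the same size matched on mean expression in 20 bins, which describes single libraries and gives no p-value. The histone list was found under older symbols and kept only 4 genes, so it was left out of the comparison with random lists.

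The tests, the gene lists, the rule for naming genes and the alternatives not marked as added were fixed before the data were examined. The comparisons within the forms of library name were not among the choices fixed then. Named are the genes the paper names in its RNA sequencing results with the SEZ6 family, members of the gene lists, and the genes up in all 5 comparisons. In addition, the 5 higher and 5 lower genes with the largest mean change are named for drug-resistant and for TS cells, among genes more than 2-fold apart from every parental library. Results of some of these genes, and some results of the gene lists, are not given. The alternatives were another pseudocount, filters on low values, upper-quartile scaling, quantile normalization, single parental libraries as the control, protein-coding genes only, and each replicate left out in turn.

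The fits were tested on simulated data with 200 changed genes. Of these, limma recovered 100% in each design, with 2%, 7.4% and 9.5% false calls in the drug-resistant, PR and TS designs. All changed genes had the same large change, and the raised ones had a median log2 fold change of 1.84, 1.71 and 1.7. The dispersion was the same for all genes, and drugs and cell lines did not differ. Recovery of smaller changes, or with the spread of the real libraries, was therefore not tested. Of 200 unshifted simulated lists, 13 (6.5%) lay outside the middle 95 percentiles of their random lists. The noise in these lists was independent between genes, unlike that of genes regulated together. This share therefore does not calibrate the percentiles of the pathway lists. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.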

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

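The tests of sequencing depth and of lower sterol-regulated transcription were chosen only after the result was seen.

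Among 23 groups of 4 drug-resistant libraries, 3 had a library far from the others, where chance gives 1.1. PR replicate 1 had a score of 2.814 for the G2/M and mitosis list, against 1.281 to 1.496 in the other drug-resistant libraries. CR cells had a score of 3.086 for the other sterol-regulated genes, below the other drug-resistant libraries, and PR replicate 1 had a score of 1.391 for the histone list. No technical or biological explanation was tested for these 3 values.

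In TS cells, 41 genes were more than 2-fold higher in one cell line and lower in the other, with 10 higher and 31 lower in H460 TS cells. The difference between the lines was not tested, since each has 1 TS library. Of these genes, 23 stayed opposite against every single parental library, so variation between the 2D libraries of H460 cells did not account for all of them. The A549 side has 1 library per culture, and its variation cannot be measured.

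More genes were detected in drug-resistant H460 libraries, a measure that the paper does not report. At an equal depth of 59499787 counts, the lowest drug-resistant library had 16905 genes with at least 10 counts, and the highest parental library had 16601. The gap of 304 genes remained at equal depth, so depth does not explain it. Reads on 394 olfactory receptor genes, expected from genomic DNA, were 2.05 times as frequent in drug-resistant as in parental libraries, more than the ratio of 1.47 for lncRNA genes. Genomic DNA in the RNA may therefore add to the detected genes of PR and DR libraries, with such reads at 3.74 to 3.99 CPM. The CR library, which sets the gap, had 2.12 CPM, within the 0.88 to 2.19 of parental libraries, so this test does not account for its gap. The cause is left open, and the pattern cannot be called biological.

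The cholesterol biosynthesis list, which the paper reports for TS cells only, had a difference of -0.591 in drug-resistant H460 cells (exact permutation p = 0.0286, adjusted p = 0.0371, lower in 4 of 4 libraries). With upper-quartile scaling the difference was -0.224 and its adjusted p by the exact permutation test was 0.3143, against 0.0371 with a pseudocount of 0.1 and 0.0413 with the median over the list. That scaling moved the median log2 fold change of all genes from 0.013 to 0.352, so the score moved with all genes. Whether scaling may explain the fall cannot be told from the lost test. The place of the list among random lists, at percentiles 0, 0.2 and 0.3 in CR, PR and DR cells, hardly depends on scaling and so does not test it. Against a single parental library, it lay at 8.23 in DR cells with replicate 1, and at 3.57 in PR and 14.24 in DR cells with replicate 3. Within the 2 forms of library name the score difference was -0.45 and -0.91. Other genes regulated by sterols were lower as well, and the highest drug-resistant library lay at -0.593 from the lowest parental library. Their difference also lost its test with upper-quartile scaling, at -0.578 with an adjusted p of 0.0675 by the exact permutation test, against 0.0371 with a pseudocount of 0.1 and 0.0413 with the median over the list. Against parental replicate 1 alone they lay at percentiles 5.19 in PR and 5.28 in DR cells. A lower sterol-regulated transcription may thus be a hypothesis for both lists, with scaling unresolved for each.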

How the results depend on the processing

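Which alternatives were added after seeing the data is stated with each value, and of the tests, none was chosen for this part after a result was seen.

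A pseudocount of 0.1 gave 3891 DEGs for CR, 5601 for PR and 3785 for DR cells, 1776 for H460 TS and 3430 for A549 TS cells, 2164 common to the 3 drugs, 395 common to both TS cells and 42 up in all 5 comparisons. When a gene also had to reach an FPKM of 1 in a library, the numbers in the same order were 2632, 2975, 2316, 908, 1848, 1509, 200 and 19. Genes with a low FPKM thus account for part of the difference. The FPKM minimum alone left out none of the DEGs, so it shows no stability.

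Requiring more than 2-fold from every parental library gave 844 DEGs for CR, 1009 for PR, 817 for DR and 298 for H460 TS cells, 527 common to the drugs and 3 up in all 5 comparisons, without SEZ6L2. Parental replicate 1 alone as control gave 2512 for CR cells, 1466 common to the drugs and 18 up in all comparisons. Parental replicate 2 alone gave 13 up in all comparisons, and replicate 3 alone gave 875 for H460 TS cells. With TPM, added after seeing the data, there were 2776 for PR and 769 for H460 TS cells, 173 common to both TS cells and 16 up in all comparisons. FPKM was between 0.408 and 0.471 of TPM, so 1 added to TPM acts as a smaller pseudocount on FPKM. The cause of the other changes was not tested.

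Upper-quartile scaling gave 2514 DEGs for DR cells. It moved the median log2 difference of all genes to 0.136 in CR, 0.391 in PR and 0.462 in DR cells, from -0.055, 0.055 and -0.03. Of the DEGs in CR, PR and DR cells, 65.9%, 84% and 87.1% were then higher, against 45.3%, 57.6% and 50.3%. The shift shows the cause of the change in the split.

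With one replicate left out in turn, DEGs ranged from 1447 to 2059 for CR, from 1497 to 2240 for PR, from 1373 to 1771 for DR and from 479 to 577 for H460 TS cells. Common DEGs ranged from 824 to 1212 for the drugs and from 112 to 123 for TS cells, and genes up in all comparisons from 5 to 8, where the 5 without parental replicate 2 did not include SEZ6L2.

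In the limma comparison of drug-resistant cells, upper-quartile scaling gave 5498 genes, 84.1% of them higher, with the median of all genes at 0.352. Quantile normalization gave 4343 genes, 51.6% of them higher. Of the 4216 genes, 1468 were also more than 2-fold apart. On the counts, DESeq2 gave 7576, 57.5% of them higher, and edgeR gave 6220, 54.6% of them higher, both added later. The number ranged from 3075 to 5123 with a replicate left out. For PR cells, limma gave 5673 genes without the filter and 4684 with upper-quartile scaling, 85% of them higher in both cases, and 1706 also more than 2-fold apart. The replicate block gave 5175, and the alternatives added later gave 5455 with edgeR, 6233 with DESeq2 and 6775 with edgeR and the block. Left-out parental replicates gave from 1949 to 4228, and a fit without a PR library was not run, since it leaves 1 library. For TS cells, limma gave 19 genes with a pseudocount of 0.1 and 2 without the filter, where 1407 had an unadjusted p under 0.05. DESeq2 gave 537 and edgeR gave 35, both added later, and left-out replicates gave from 2 to 36. The cause was not tested.

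Nucleotide excision repair had a difference of 0.302 with upper-quartile scaling, and from -0.175 to 0.006 with a replicate left out. The ribosomal list had 0.29 with that scaling and from -0.249 to 0.05 with a replicate left out. Collagens and laminins had 0.101 with the median over the list. Secreted factors associated with senescence ranged from 1.949 to 2.448 with a replicate left out, and these fits with fewer libraries have no test. The direction of the other lists stayed the same under the alternatives run.

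Among the random lists, nucleotide excision repair in CR cells moved to percentile 47.71 with a pseudocount of 0.1, 42.28 with upper-quartile scaling and 30.06 against parental replicate 2. It moved to 53.31 in DR cells against replicate 1, and against replicate 3 to 72.99 in PR, 69.96 in DR and 55.84 in H460 TS cells. In H460 TS cells, replication moved to 0.05 and cyclins to 0.35 against replicate 1, and to 99.98 and 93.78 against replicate 3, while mitosis moved to 3.27 and 26.69. Collagens and laminins in A549 TS cells moved to 65.8 with all genes listed. Ribosomal genes moved to 44.12 in PR cells with all genes listed, to 9.3 in PR and 8.87 in DR cells against replicate 2, and to 35.98 in DR cells against replicate 3. In H460 TS cells, ribosomal genes moved to 92.18 against replicate 1 and to 0.2 against replicate 2. The cause was not tested.

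The values of single genes that follow compare drug-resistant with parental H460 cells, not TS with 2D cells. With the main settings, EHMT1 had a log2 fold change of -0.268, JAG2 0.38 and TGFB1 0.071, none past the threshold by limma. STC1 had a log2 difference of 3.972 and CHPF one of 1.686 against parental replicate 1, and SEZ6L2 one of 2.99 against replicate 2. SMARCA4 had 0.013 against replicate 2. With an added alternative it had -0.673 by edgeR, -0.678 by DESeq2 and -0.711 after a correction for length and GC content, each past the threshold. With a replicate left out it ranged from -0.734 to -0.322, and the first of these, without parental replicate 2, passed the threshold by limma. PAF1 had 0.137 with upper-quartile scaling and -0.165 against replicate 3, and -0.386 by DESeq2 and -0.349 after the length and GC correction, both added later and past the threshold. ANXA2 had 0.917 with upper-quartile scaling and 0.487 by DESeq2, added later, both past the threshold, and 0.904 against replicate 1. EHMT1 had 0.108 with upper-quartile scaling and -0.406 against replicate 1, and -0.432 by DESeq2 and -0.402 after the length and GC correction, both added later and past the threshold. JAG2 had -0.042 against replicate 3, and 0.62 with upper-quartile scaling and 0.591 without parental replicate 3, both past the threshold. TGFB1 had -0.047 by edgeR, -0.051 by DESeq2 and -0.127 after the length and GC correction, each added later, 0.46 with upper-quartile scaling, -0.022 against replicate 1, 0.316 against replicate 2 and -0.08 against replicate 3, and ranged from -0.051 to 0.147 with a replicate left out. The cause was not tested.

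Outside the results that answer a comparison, 438 values were computed under alternatives. Of these, 382 were the same, 25 reversed, 4 moved, 12 became stronger and 15 weaker.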

Differences from the paper's values

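The tests with DESeq2, edgeR and the correction for length and GC content were chosen only after the result was seen.

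For A549 TS cells, the paper reports 810 DEGs, and 1226 were counted here. Of the alternatives set before the data were examined, upper-quartile scaling (1213) and protein-coding genes only (1125) gave values within 1.5 times the paper's, and the pseudocount of 0.1 (3430), the same with an FPKM minimum (1848) and the minimum alone (1226) did not.

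The paper shows about 610 genes higher in PR cells in Figure 1B, read by eye, and 1011 were counted here. Protein-coding genes only (844), more than 2-fold from every parental library (621) and the fit without PR replicate 2 (854) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not.

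For genes higher in H460 TS cells, the paper shows about 150 in Figure 2B, read by eye, and 239 were counted here. Upper-quartile scaling (211), protein-coding genes only (214) and more than 2-fold from every parental library (172) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not.

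For genes higher in A549 TS cells, the paper shows about 520 in Figure 2B, read by eye, and 845 were counted here. None of the alternatives set before the data were examined came within 1.5 times the paper's value.

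The paper states that the nucleotide excision repair pathway was upregulated in drug-resistant cells, from IPA. Its analysis took the DEGs common to drug-resistant H460 and CR A549 cells. A list of genes of that pathway, which is not the list of IPA, had a difference of -0.07 here. That value is over all 25 listed genes in H460 cells, of which 1, 2 and 0 were more than 2-fold higher in CR, PR and DR cells. The 2 results are thus not a like comparison. With upper-quartile scaling, set before the data were examined, the difference was 0.302, where the median of all genes tested moved to 0.352.

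The paper states that the mRNA of SMARCA4 and PAF1 was not significantly altered, and neither passed the threshold here by limma with all 7 libraries and the settings fixed for it. Without parental replicate 2, an alternative set before the data were examined, SMARCA4 passed it. Of the alternatives chosen after seeing the values, DESeq2 on the counts gave log2 fold changes of -0.68 and -0.39 and the correction for length and GC content gave -0.711 and -0.349, past the threshold for both genes, and edgeR gave -0.673 for SMARCA4, also past it.

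The paper names 3 genes up in all comparisons, with CR A549 cells among them, and 7 were found here in the comparisons without those cells. STC1, CHPF and SEZ6L2 are among the 7.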

Other observations

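The tests of growth arrest, of sterol-regulated transcription in TS medium, of the number of DEGs in TS cells, of expression level alone and of the shared parental controls were chosen only after the result was seen.

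The limma comparison of 4 drug-resistant and 3 parental libraries was repeated for each of the 35 splits of the 7 libraries. Only 1 split, the real one, gave as many as 4216 genes. The other splits mix drug-resistant and parental libraries, which raises their residual variance, so they do not test a batch. With the form of the library names as a covariate, an alternative added after seeing the data, 3429 of the 4216 genes were still called. After a correction for length and GC content, also added then, for which 93.9% of the genes had values, 3871 were still called. The form of the names, length and GC content therefore do not account for most of the calls. The name of PR replicate 1 has a further suffix, and a batch of that library alone was not separated from it, but 3582 of the 4216 genes were still called without it.

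Parental replicate 3 lay closer to the drug-resistant libraries than the other parental libraries. Its score for the G2/M and mitosis list was -0.422 from the lower of the other 2. It also had the lowest parental score for the replication list, 4.022 against 4.569 and 4.7. For the cyclin list its score was 3.778, against 4.295 and 4.443. A partly growth-arrested culture could give these scores, but the single genes MKI67 and CDKN1A of the same library did not go with it. Its FPKM of MKI67 was 25.8, between the 33.8 and 19.9 of the other parental libraries, and that of CDKN1A was 20.7, below their 33.0 and 25.3. The cause is left open. A technical cause particular to that library was not tested.

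The H460 TS library differed by more than 2-fold from single parental libraries in at least 538 genes, and parental libraries differed from each other in up to 789. Variation between 2D libraries could thus give a number of DEGs as large as that of H460 TS cells. The number alone does not separate TS culture from that variation.

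The rise of cholesterol biosynthesis genes in TS cells came with a rise of other sterol-regulated genes, whose median log2 difference was at least 0.859 in both lines. Sterol-regulated transcription in a medium for which no serum is listed may explain the rise, as a hypothesis. TS culture and TS medium were changed together, and they cannot be told apart here.

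The largest log2 difference among ASPHD1, CDIPT and KCTD13, which adjoin SEZ6L2, was 0.968 in drug-resistant cells. This is below the log2 fold change of 2.56 for SEZ6L2, so a fixed share of reads from adjacent genes would not account for its rise. A share that differed between drug-resistant and parental cells was not tested.

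Of the 73 genes up in both TS cells, 7 were up in all 3 drugs, where random lists matched on mean expression gave a median of 2, and from 0 to 5 in their middle 95%. The overlap lay at percentile 99.72, so expression level alone does not explain it. Genes up in TS cells and down in all 3 drugs numbered 2, at percentile 38.82, and expression level alone could give that number. The drug-resistant and H460 TS comparisons share the parental libraries as control. With a different parental library on each side, STC1, CHPF and SEZ6L2 were all up in 4 of 6 ordered pairs. STC1 and CHPF were up in 6 pairs and SEZ6L2 in 4, and SEZ6L2 was lost when parental replicate 3 was the control of the TS library. The shared control thus does not explain STC1 and CHPF, while the call of SEZ6L2 in H460 TS cells depends on the parental library used.

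Over the 10 tested genes that the paper names, 3 had an adjusted p-value under 0.05 by limma in drug-resistant cells, over all genes and over the list alone. In TS cells, 1 passed over all genes and 3 over the list. That list is in part the paper's own calls on these data, so the second count shows no stability.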
